A study of Danio rerio with 18 samples.

How the data were processed

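The series measured RNA by sequencing in whole zebrafish (Danio rerio) that carried the stl297 allele of scospondin, described in the series as hypomorphic, which means that it lowers the function of the gene without removing it. The gene, also written sspo, encodes the main protein of the Reissner fibre, a thread that runs through the fluid of the brain ventricles and the central canal of the spinal cord. Fish labelled het carried the allele on one chromosome. Fish labelled maternal zygotic mutant, shortened here to MZ, descended from mutant mothers and were themselves mutant, so the egg held no normal maternal product. The 18 libraries fell into 6 groups of 3, one group for each genotype at 5, 15 and 30 days post fertilisation (dpf). Groups and replicate numbers came from the sample titles.

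Per the labels' protocols, RNA was isolated with Trizol, cleaned on a column and made into libraries with a SMARTer kit, and the molecule was total RNA. The authors deposited 1 table of whole-number counts per gene name, not normalised, with 18 columns of counts that each matched 1 library and 0 columns that matched none. Neither the labels nor the file header state the aligner, the counting program, the genome build or the annotation, so no coordinates are given here. The table holds 28870 gene names, of which 1851 had no count in any library. Of these names, 1231 mark copies of a gene family by a suffix such as "_(4_of_4)", and they held 1.27% of all counts. How the authors' counting treated reads shared by such copies, by overlapping genes or by the strands is not stated, so values of such genes are uncertain. The deposited table also gives a length per gene name, per the file header, which looked to be summed over loci for names with several loci and was used in a check alone. Gene symbols were matched to a RefSeq table of the assembly GRCz12tu, which may differ from the authors' build and was used only for synonyms, for the chromosome a gene lies on and for which genes neighbour each other. It placed 65.4% of the gene names on a chromosome.

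Total counts per library lay between 10178388 and 17141819. Counts of 3 or fewer in every library of a group were taken as the floor, and a fold against such a group was computed against 3 counts and given as a bound. Intervals and floors cover counting error only, since the libraries carry no molecular identifiers that the table shows. Pairs of libraries of the same group were compared by a chi-square over genes with at least 10 counts in the pair, divided by its degrees of freedom. The ratio lay between 4.73 and 16.9, more than counting noise alone gives. This does not tell separate clutches from repeat preparations of one pool. The labels do not state how many fish made a library or whether the 3 libraries of a group came from separate clutches, so n counts libraries throughout. The count columns call het libraries ox and MZ libraries homoz, so the genotypes may come from different crosses. Parents, clutch and genetic background may then differ between the genotypes at every age. They were not separated from the allele.

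Genotypes were compared separately at each age with edgeR 4.0.16 in R 4.3.3, on the counts as deposited, 3 MZ against 3 het libraries. The filter filterByExpr (minimum count 10), TMM factors, estimateDisp and the quasi-likelihood F test of glmQLFit and glmQLFTest were used at their defaults, without the robust option. The gene scospondin was kept in each fit whatever its counts. P-values were adjusted by Benjamini and Hochberg over all genes tested, and a gene was called at an adjusted p under 0.05. The standard error of a log2 fold change was taken as its absolute value divided by the square root of its F statistic. Fold changes are MZ over het. Normalised read counts are CPM values, counts scaled to a common library total, with TMM factors over all libraries. A genotype by age interaction was tested with an F test on 2 degrees of freedom over the 18 libraries. Change with age was tested in het fish between 5 and 15 dpf and between 15 and 30 dpf.

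A set of 11 gene lists with 338 entries was written from general knowledge, and 320 of the entries matched the table after synonyms. Lists were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with an inter-gene correlation preset at 0.01, and p-values were adjusted over the 33 tests of 11 lists at 3 ages. The same lists were tested with fry and with an estimated correlation. A maturation score per library was the mean log2(CPM + 1) of the 200 genes that rose most between 2 ages of het fish minus that of the 200 that fell most. The ages that defined it excluded the age that was scored, so no library entered both. Its group difference was tested with a two-sided exact permutation test, for which 3 against 3 cannot give a p under 0.1. Called genes on the chromosome of sspo were compared with called genes elsewhere by a two-sided Fisher's exact test.

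Genes named in the text were chosen by rule. They are scospondin, the matched genes of the list for the Reissner fibre and its signalling axis, and at each age the 3 genes with the largest rise and the 3 with the largest fall. The latter had to be called, to have a mean of at least 50 counts in the higher group and to show no overlap between the 3 MZ and the 3 het libraries. Genes called at all 3 ages in one direction were named too. Genes named outside this rule were chosen after their values were seen, and the text says so. The design, the gene lists, the naming rule and most alternatives were fixed before the data were examined.

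The alternatives were RLE factors, no filter on low counts, the robust option, the replicate number as a block, DESeq2 1.42.0, one fit over all libraries, a threshold of 0.01, other sizes of the maturation score and each library left out in turn. Removal of a smooth trend of each library's log2 CPM on gene length, alone and with the block, was added after the data had been seen, and so were the left-out and length-corrected counts of genes with opposite directions at 5 and 30 dpf. A further 7 lists, for clock, light-induced, neuronal and glial genes, were written after the genes with the largest changes had been seen, and those genes were kept out of them. These lists were compared with 10000 random lists matched on expression.

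The genotype comparison, the removal of the length trend, the interaction test, DESeq2 at 15 dpf, the list tests and the maturation score were tested on simulated data drawn from the real means and library sizes, with 200 genes changed by 1.5 on the log2 scale. These genes were drawn without regard to length. The chromosome test, the random lists, the replicate block and the one fit over all libraries were not simulated. The genotype comparison recovered 92.5% of the changed genes at 5 dpf, on 19454 genes, 94.5% at 15 dpf, on 19374 genes, and 94.5% at 30 dpf, on 19990 genes. Unchanged genes made up 6.09%, 5.50% and 5.03% of the calls at these ages. With the length trend removed, 94.5% of the changed genes were recovered at 15 dpf on 19374 genes. DESeq2 recovered 91.5% at 15 dpf, on 25123 genes. The interaction test recovered 80.5% of genes changed at 5 dpf alone, on 21140 genes. Camera and fry each called the 1 changed list and 0 of the 20 random lists, over 21 lists. Each gene was simulated independently, so this does not test lists whose genes vary together. With 200 changed genes, the scaling of a comparison that calls 40.7% of genes, as at 5 dpf, was not tested either. The maturation score placed all 3 MZ libraries above the het libraries when they were drawn with 20% of 30 dpf RNA, over 400 genes.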

Results

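The series followed the transcriptome of scospondin stl297 fish through larval and juvenile growth, under a title on the Reissner fibre and scoliosis, a sideways curvature of the spine. The comparison of MZ with het fish at 5, 15 and 30 dpf asks which transcripts differ between the genotypes, and at which age. Total counts of the 3 libraries of a group ran from 10178388 to 14950176 in het and from 10635424 to 16359394 in MZ fish at 5 dpf. At 15 dpf they ran from 13284157 to 14772462 in het and from 10799674 to 13720410 in MZ fish. At 30 dpf they ran from 13067449 to 17141819 in het and from 13733223 to 14979165 in MZ fish, so the genotypes overlapped in depth at each age. Between 23502 and 24617 gene names had at least 1 count in a library, and the 10 most abundant genes took between 13% and 17.1% of a library's counts. Replicates correlated across genes with Pearson's r between 0.984 and 0.994 on log2(CPM + 1). Genes are not independent replicates, so these values describe the libraries.

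The mutated gene itself was near the limit of detection in whole-body RNA. Counts of scospondin at 5 dpf were 6, 4 and 16 in the het libraries and 8, 16 and 14 in the MZ libraries, or 0.60 ± 0.362 CPM and 0.886 ± 0.446 CPM (SD, n = 3 each). The log2 fold change was 0.51 (SE 0.51, edgeR adjusted p = 0.455), and it ran from 0.14 without MZ replicate 2 to 1.18 without het replicate 3. At 15 dpf the counts were 2, 1 and 2 in het and 2, 4 and 7 in MZ fish, and every het library was at the floor of 3 counts. The MZ mean was at least 1.78-fold higher than that floor, and the difference was not called (edgeR adjusted p = 0.267). At 30 dpf the counts were 5, 3 and 7 in het and 5, 1 and 5 in MZ fish, with a log2 fold change of -0.22 (SE 0.63, adjusted p = 0.864), which was 0.18 without MZ replicate 2. A difference in scospondin was thus not detectable at this depth at any of the 3 ages, and its interaction with age was not called either (adjusted p = 0.366). The allele need not change the level of its own transcript, so these counts neither check nor contradict the labels.

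Genotype differences were most numerous at 5 dpf. Of 19779 genes tested there, 8043 (40.7%) were called, 4172 higher and 3871 lower in MZ fish, with a biological coefficient of variation of 0.117. Among them, 1624 were higher and 634 were lower by more than 2-fold, and 25 called genes had a group at the floor. Among the fits that kept every library DESeq2 moved this number most, to 6914 genes, and leaving out het replicate 1 gave 6005. One fit over all libraries gave 7765 genes but another split, 3248 higher and 4517 lower, so the balance of directions at 5 dpf depends on the scaling. At 15 dpf, 172 of 19307 genes (0.891%) were called, 86 higher and 86 lower, of which 26 were higher and 10 were lower by more than 2-fold. At 30 dpf, 660 of 19980 genes (3.30%) were called, 221 higher and 439 lower, of which 37 were higher and 193 were lower by more than 2-fold. At an unadjusted p under 0.05 there were 9668, 3642 and 4453 genes at 5, 15 and 30 dpf. The coefficient of variation was 0.133 at 15 dpf and 0.177 at 30 dpf. The numbers at 15 and 30 dpf rested on single libraries. At 15 dpf there were 2 calls without het replicate 1, 2 without het replicate 2, 118 without het replicate 3, 922 without MZ replicate 1, 91 without MZ replicate 2 and 3 without MZ replicate 3. At 30 dpf there were 89 calls without het replicate 1, 1 without het replicate 2, 12 without het replicate 3, 2 without MZ replicate 1, 361 without MZ replicate 2 and 1092 without MZ replicate 3. The 15 dpf number also fell to 18 when a trend on gene length was removed, though all 172 genes kept their direction.

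**Figure D1:**
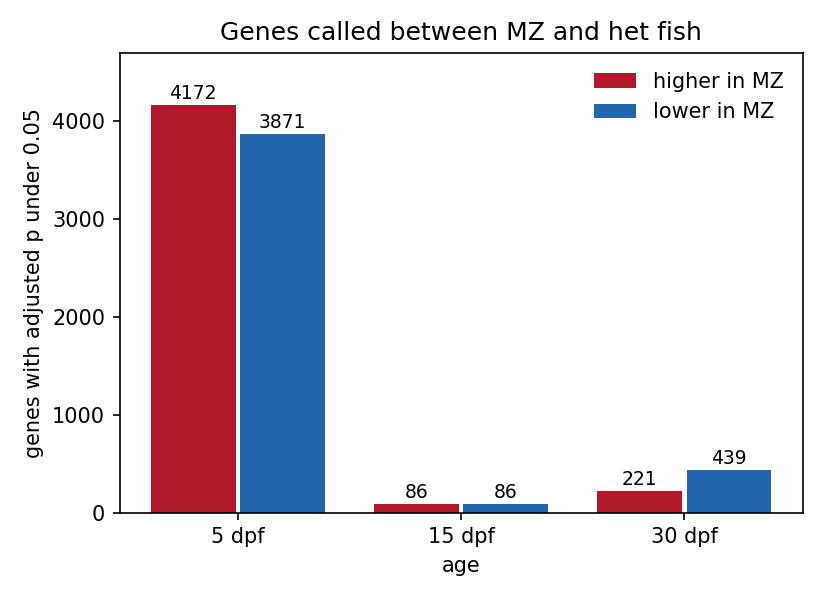
Number of genes with an edgeR adjusted p under 0.05 between MZ and het fish (vertical axis, genes) at 5, 15 and 30 dpf (horizontal axis), with red bars for genes higher and blue bars for genes lower in MZ fish, 3 libraries per group. The bars stand at 4172 and 3871 genes at 5 dpf, 86 and 86 at 15 dpf and 221 and 439 at 30 dpf.

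The difference between the genotypes itself changed with age. The test cannot tell an effect of genotype from conditions that differed between the 5 dpf groups alone, which the closing section takes up. The interaction test called 7050 of 21191 genes (33.3%), and 9318 had an unadjusted p under 0.05. The normal change with age in het fish gives a scale for these numbers. Between 5 and 15 dpf, 7795 of 19650 genes were called in het fish, 3872 higher and 3923 lower at the later age. Between 15 and 30 dpf, 4281 of 19911 genes were called, 2105 higher and 2176 lower, and this number was 2774 without het 15 dpf replicate 1. The genotype contrast at 5 dpf and the change from 5 to 15 dpf in het fish share the het 5 dpf libraries, and their order rests on these. Without het 5 dpf replicate 1 they had 6005 and 6284 calls.

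The largest rises at 5 dpf by the naming rule were those of si:dkeyp-1h4.8, odam and scpp5. The gene si:dkeyp-1h4.8 had 0 counts in every het library and 145, 57 and 76 in the MZ libraries, which places it at least 25.5-fold higher (edgeR adjusted p = 5.75e-07). At 15 dpf its CPM was 31.9 ± 14 in het and 29.1 ± 21.3 in MZ fish. For odam, an ameloblast-associated gene, CPM rose from 0.261 ± 0.453 to 10.5 ± 3.08, a log2 fold change of 5.76 (SE 0.54, adjusted p = 2.37e-06). For scpp5, a secreted phosphoprotein gene of the teeth, it rose from 0.838 ± 1.08 to 30.7 ± 4.81, a log2 fold change of 5.53 (SE 0.41, adjusted p = 2.89e-07). The size of both folds rested on het replicate 2. Without it odam had 0 counts in the remaining het libraries, which leaves no fold to give, and the log2 fold change of scpp5 was 7.11. The largest falls were those of mucms1, si:ch211-114l13.11 and guca1a. CPM of mucms1, by its name a mucin gene, was 7.42 ± 0.310 in het fish, and with 0 counts in every MZ library it was at least 37.0-fold lower in MZ fish (adjusted p = 1.12e-07). For si:ch211-114l13.11, CPM fell from 21.7 ± 3.02 to 0.182 ± 0.126 (log2 fold change -6.67, SE 0.28, adjusted p = 1.27e-09). For guca1a, a guanylate cyclase activator gene of photoreceptors, it fell from 6.93 ± 0.432 to 0.521 ± 0.0552 (log2 fold change -3.64, SE 0.26, adjusted p = 2.15e-07). Values after ± are SDs with n = 3. These 6 genes kept their call in every fit that left out one 5 dpf library.

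At 15 dpf the named genes that rose were cyp2k6 (log2 fold change 2.41, SE 0.47, edgeR adjusted p = 0.0430), cabp5a (1.87, SE 0.24, adjusted p = 0.0152) and TRIM14_(22_of_27) (1.68, SE 0.30, adjusted p = 0.0381). Those that fell were GSTK1_(4_of_4) (-2.69, SE 0.32, adjusted p = 0.0131), mmp11b (-1.66, SE 0.35, adjusted p = 0.0477) and sik1 (-1.37, SE 0.20, adjusted p = 0.0201). TRIM14_(22_of_27) and GSTK1_(4_of_4) are single copies of gene families, and reads shared with the other copies make their values uncertain. Each of the 6 lost its call in at least 1 of the 6 fits that left out one 15 dpf library.

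At 30 dpf the named genes that rose were 3 crystallin genes of the eye lens. CPM of crygm4 was 0.190 ± 0.128 in het and 9.97 ± 2.98 in MZ fish (SD, n = 3 each), a log2 fold change of 5.66 (SE 0.40, edgeR adjusted p = 0.00161). The log2 fold changes of crygs3 and crybb3 were 2.85 (SE 0.59, adjusted p = 0.0390) and 2.67 (SE 0.41, adjusted p = 0.0197). Crystallin genes form families of near-identical copies, so reads shared among copies leave their values uncertain. Those that fell were rln3a, a relaxin gene (log2 fold change -3.81, SE 0.54, adjusted p = 0.0187), SLC6A11, a gene for a transporter of the neurotransmitter GABA (-2.05, SE 0.24, adjusted p = 0.0177), and cbln12, a cerebellin gene (-1.99, SE 0.42, adjusted p = 0.0418). Of these 6 genes only crygm4 kept its call in all 6 fits that left out one 30 dpf library.

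Of 18494 genes tested at all 3 ages, 102 were called at both 5 and 15 dpf, where independence would give 69.1, and 77 of them had the same direction. At 15 and 30 dpf 7 were called at both ages, with 5.81 from independence, and 4 had the same direction. At 5 and 30 dpf 471 were called at both ages, with 266 from independence, and 428 of them had opposite directions. Of the 428 genes, 345 were higher at 5 and lower at 30 dpf and 83 the reverse. The interaction with age was called for all 428, which their selection by opposite calls in the same libraries nearly fixes in advance. Across genes, the log2 fold changes at 5 and 30 dpf correlated with Pearson's r of -0.379 and Spearman's rho of -0.385. The r was 0.179 between 5 and 15 dpf and 0.026 between 15 and 30 dpf. These are correlations across genes, which are not independent replicates, and the ages share no library. Leaving out one 5 or 30 dpf library at a time gave r between -0.422 and -0.320 for 5 against 30 dpf, while the number of opposite calls ran from 0 without het 30 dpf replicate 2 to 606 without MZ 30 dpf replicate 3. In the fit with 0 such calls, 1846 genes had an unadjusted p under 0.05 at both ages with opposite directions and 269 with the same direction.

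**Figure D2:**
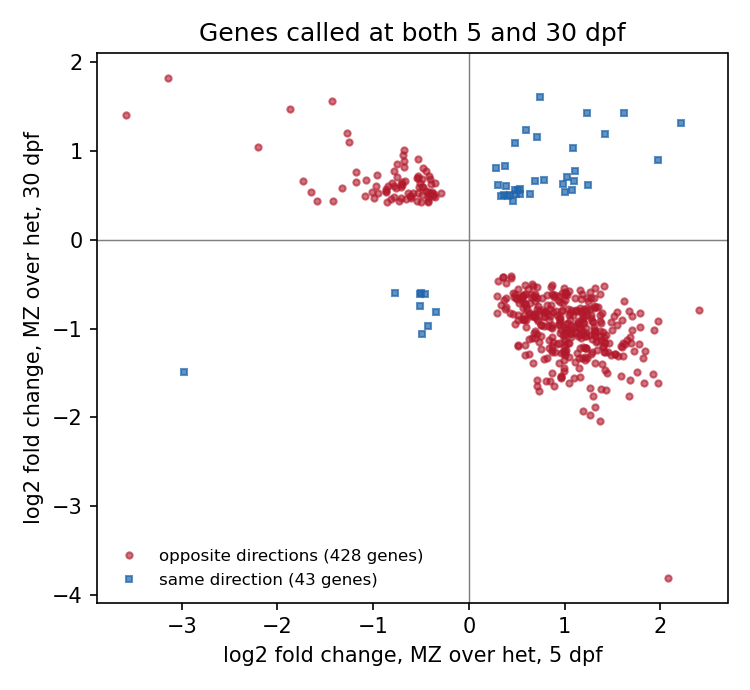
Log2 fold change of MZ over het fish at 5 dpf (horizontal axis) and at 30 dpf (vertical axis) for the 471 genes called at both ages, one point per gene, red circles for opposite and blue squares for same directions. Of the genes, 428 lie in the quadrants of opposite directions, 345 of them higher at 5 dpf and lower at 30 dpf, and 43 in the quadrants of the same direction.

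At all 3 ages 4 genes were called, where independence would give 2.4, and 2 of them had one direction, both higher in MZ fish. The log2 fold changes of si:dkey-224b4.5 were 1.23 (SE 0.28), 1.26 (SE 0.12) and 1.43 (SE 0.19) at 5, 15 and 30 dpf, with edgeR adjusted p of 0.00277, 0.00300 and 0.0186. Those of timp4a, a gene for an inhibitor of matrix metalloproteinases, were 1.97 (SE 0.16), 0.57 (SE 0.11) and 0.90 (SE 0.16), with adjusted p of 6.87e-07, 0.0436 and 0.0239. The interaction with age was called for timp4a (adjusted p = 0.000316) and not for si:dkey-224b4.5 (adjusted p = 0.842). Of the 6 fits that left out one library of an age, timp4a lost its call in 5 at 15 dpf and in 4 at 30 dpf, and si:dkey-224b4.5 in 3 at 30 dpf. The 5 dpf log2 fold change of si:dkey-224b4.5 ran from 0.98 without het replicate 3 to 1.87 without het replicate 1.

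The list for the Reissner fibre axis was matched for 5 of its 7 genes. At 5 dpf the urotensin-related peptide genes urp1 and urp2 were higher in MZ fish. Neuronal genes rose by a like amount at that age, as the other observations describe. The median log2 fold change was 1.03 for the pan-neuronal list and 0.79 for the GABAergic list. A rise specific to the axis was therefore not shown. CPM of urp1 was 1.79 ± 0.479 in het and 3.38 ± 0.408 in MZ fish (SD, n = 3 each), a log2 fold change of 0.98 (SE 0.26, edgeR adjusted p = 0.00813). CPM of urp2 was 1.21 ± 0.631 and 2.46 ± 0.820 (log2 fold change 1.03, SE 0.37, adjusted p = 0.0348), a call lost in 3 of 6 fits that left out one library. The gene clu was lower (log2 fold change -0.53, SE 0.10, adjusted p = 0.000688). None of these genes was called at 15 or 30 dpf, though the named gene clu at 30 dpf was called without MZ replicate 3 (log2 fold change 0.58, adjusted p = 0.0289) and in one fit over all libraries (0.43, adjusted p = 0.0205). A difference of the genotype effect between ages was called for clu (adjusted p = 0.000145) but not for urp1 (adjusted p = 0.162) or urp2 (adjusted p = 0.481). Counts of pkd2l1 were at most 27 in a library and did not pass the filter. Of the 4 genes tested, 3 were called at 5 dpf over all genes and 3 adjusted over the list alone, and 0 were called at 15 dpf or 30 dpf over all genes, against 0 and 1 adjusted over the list alone. At an unadjusted p under 0.05 there was 1 of the 4 genes at 15 dpf, urp2, and 1 at 30 dpf, clu.

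Over the 11 lists and 3 ages, camera called 17 of 33 tests. Fry kept 2 of the 17, the Reissner fibre axis at 15 dpf and inflammation at 30 dpf, and called 1 more, cartilage and bone at 5 dpf, while an estimated correlation kept 0, with 1 of the 33 tests at an unadjusted p under 0.05. Splits of the 6 libraries that ignored genotype gave as many called lists in several cases, as given in the closing section, so the list calls are described here as shifts of medians. At 5 dpf camera called exocrine pancreas (median log2 fold change 0.61, higher for 16 of 16 genes), photoreceptor (0.41, higher for 26 of 32) and lens crystallin (-0.28, higher for 4 of 26). Genes called in them over all genes tested numbered 13, 23 and 9, and adjusted over the list alone 14, 23 and 8. At 15 dpf it called photoreceptor (0.68, higher for 28 of 30), lens crystallin (0.28, 24 of 27), liver (0.24, 26 of 30), erythrocyte (0.21, 14 of 17), the Reissner fibre axis (0.65, 4 of 4), cartilage and bone (-0.25, 4 of 29) and fast muscle (-0.15, 10 of 30). Over all genes tested 4, 3, 1, 1, 0, 0 and 4 of their genes were called, and adjusted over the list alone 18, 13, 10, 1, 0, 0 and 8. The erythrocyte median was -0.01 without het replicate 1, the liver median 0.12 without MZ replicate 1, and the cartilage and bone median -0.13 without het replicate 3 and -0.44 without het replicate 2.

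At 30 dpf camera called lens crystallin (0.85, higher for 33 of 33 genes), fast muscle (0.44, 28 of 30), cartilage and bone (0.42, 26 of 30), inflammation (0.31, 28 of 32), liver (-0.44, 3 of 30), exocrine pancreas (-0.41, 0 of 17) and oocyte (-0.81, 3 of 29). Over all genes tested 5, 5, 3, 2, 6, 0 and 0 of their genes were called, and adjusted over the list alone 6, 20, 8, 4, 20, 6 and 0. The oocyte call was lost in 4 of 18 fits that left out one library, as was the call of the Reissner fibre axis at 15 dpf. Only 6 of the 18 fits left out a library of the list's own age, and the other fits could not move its median. The oocyte median was -0.20 without MZ replicate 3 and -1.45 without MZ replicate 2, and the lens median was 0.40 without het replicate 1. Over the fitted log2 fold changes of the genotype comparison the oocyte median was -0.46, so its size depends on the measure. The motile cilia list was called by camera at no age, with medians of -0.19, 0.01 and 0.12 at 5, 15 and 30 dpf. Over all genes tested 3, 0 and 2 of its genes were called at these ages, and adjusted over the list alone 1, 0 and 2. One gene of the Reissner fibre axis list, scospondin, had a group at the floor at 15 dpf, and setting it to its bound left that median as it was. It stayed the highest of the 4 genes, so the median rested on the others. The camera and fry calls of this list used all 4 genes, and the check does not bear on them.

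The maturation score asked whether MZ libraries lay further along the normal change with age. At 5 dpf, on the axis from 15 to 30 dpf, it was -3.56 ± 0.0511 in het and -3.20 ± 0.0944 in MZ fish (SD, n = 3 each). The difference of 0.354 was 7.49% of the length of the axis, with a two-sided exact permutation p of 0.1, the smallest this design allows. At 15 dpf the difference was -0.143 (exact permutation p = 0.2), and at 30 dpf it was 0.285 (exact permutation p = 0.2). With one library left out, the 15 dpf difference ran from -0.192 without het replicate 1 to -0.082 without MZ replicate 3. Differences at 15 and 30 dpf were within the overlap of the groups.

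**Figure D3:**
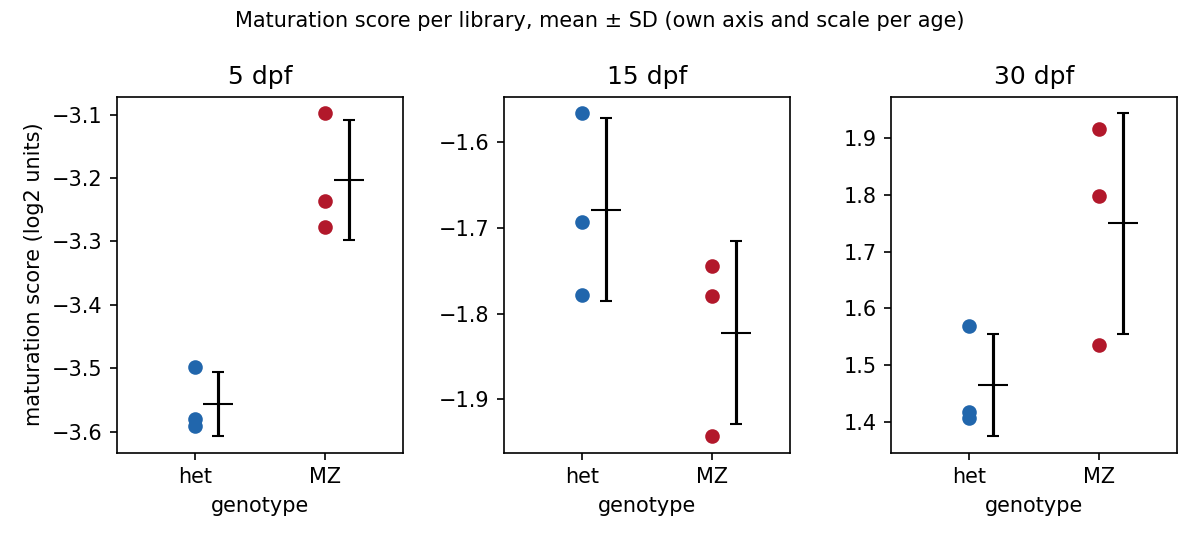
Maturation score in log2 units (vertical axis, own scale for each age) of every library by genotype (horizontal axis) at 5, 15 and 30 dpf, with points for libraries and black bars for the group mean ± SD (n = 3). At 5 dpf the MZ libraries lie between -3.28 and -3.10 and the het libraries between -3.59 and -3.50, while the groups overlap at 15 and 30 dpf.

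Called genes on the chromosome that carries sspo were compared with those elsewhere, and the difference passed an adjusted p of 0.05 at none of the 3 ages. At 5 dpf 180 of 451 tested genes on it were called (39.9%) against 41.7% elsewhere, an odds ratio of 0.929 (Fisher's exact p = 0.468, adjusted 0.468 over 3 ages). At 15 dpf 8 of 449 were called (1.78% against 0.925%, odds ratio 1.94, exact p = 0.0776, adjusted 0.137). For calls on the chromosome of the mutated gene at 15 dpf the odds ratio without the filter on low counts was 2.003 (exact p = 0.00245). At 30 dpf 23 of 465 were called (4.95% against 3.39%, odds ratio 1.48, exact p = 0.0910, adjusted 0.137).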

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

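The results in this part differed between ages by a test of the difference itself. The splits of the libraries for opposite directions and the correction of that correlation for gene length were chosen only after the result was seen.

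The genotype by age interaction was called for 7050 genes. Of 60 splits drawn by shuffling the genotype labels within each age, 1, the real one, gave as many, and the next highest gave 2340. Library size does not account for the 5 dpf share of this pattern. Thinning all 5 dpf libraries to the smallest total gave 7579 calls. A trend on gene length does not account for it either, since 7841 genes were called at 5 dpf after that trend was removed, 7158 of them in common with the 8043. The genotype is part of the design and stays open as an untested explanation. Conditions that differed between the 5 dpf groups alone, such as light at collection or stage, stay open too and are taken up under the other observations.

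At 5 and 30 dpf, 428 genes were called in opposite directions. Of 100 drawn splits of the 5 and 30 dpf libraries, 1, the real one, gave as many, and the next highest gave 3. Other splits gave few calls at either age, so this count does not test the direction. Gene length was examined because fold changes followed it at each age, with Spearman's rho across genes of 0.161 at 5 dpf, -0.355 at 15 dpf and -0.291 at 30 dpf. With the trend removed from both ages the correlation of the fold changes was -0.344, against -0.379 before, so gene length is not the main cause. The number of genes rests on the 30 dpf libraries, with 71 without het replicate 1, 0 without het replicate 2, 4 without het replicate 3, 1 without MZ replicate 1, 197 without MZ replicate 2 and 606 without MZ replicate 3, while the correlation stayed between -0.422 and -0.320. The genes that rose at 5 and fell at 30 dpf included 26 of 62 genes of the pan-neuronal, GABAergic and glutamatergic lists. A change in the share of neuronal RNA that differs in sign between these ages may underlie the pattern, as may a difference at each age with a cause of its own.

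Among the gene lists, fry called 9 of 33 tests of a difference in genotype effect between 2 ages, and camera 16. Camera did not call 3 of the 9, those for motile cilia from 5 to 15 dpf (adjusted p = 0.223) and from 5 to 30 dpf (adjusted p = 0.196) and that for inflammation from 5 to 30 dpf (adjusted p = 0.135). Of the 60 splits, 1, the real one, gave 9 under fry, and the next highest gave 6. From 5 to 15 dpf the median change in log2 fold change was 0.31 for motile cilia. From 5 to 30 dpf it was 0.37 for motile cilia, 0.40 for inflammation, -0.90 for exocrine pancreas and 1.18 for lens crystallin. From 15 to 30 dpf it was 0.40 for inflammation, 0.77 for cartilage and bone, 0.50 for fast muscle and -0.68 for liver. Gene length is not the whole cause of these. With the length trend removed, all 9 kept their direction and over 50% of their size, taken as the difference between the medians of the ages. On that measure motile cilia from 5 to 15 dpf went from 0.24 to 0.14, so length accounts for a part of it. In whole-body RNA a list can move because a tissue takes up another share of the body. That was not separated from regulation within a tissue, and genotype stays open for both.

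The interaction was called for 16 of the 25 named genes, most of which were chosen for a large change at a single age in the same libraries. The count is therefore no independent support for the interaction. For genes named at 5 dpf the edgeR adjusted p was 0.00120 for si:dkeyp-1h4.8, 0.00206 for mucms1, 2.53e-07 for si:ch211-114l13.11 and 6.33e-06 for guca1a. Of those named at 15 dpf it was 8.05e-06 for cabp5a, 0.00551 for TRIM14_(22_of_27), 0.00561 for GSTK1_(4_of_4), 0.0390 for mmp11b and 0.000517 for sik1. At 30 dpf it was 0.00264 for crygm4, 0.00237 for crybb3, 0.000467 for rln3a, 0.000144 for SLC6A11 and 0.000727 for cbln12. For timp4a it was 0.000316 and for clu 0.000145. Calls in opposite directions were made for sik1, with log2 fold changes of 0.57 at 5 dpf and -1.37 at 15 dpf, for rln3a, with 2.08 at 5 dpf and -3.81 at 30 dpf, and for SLC6A11, with 1.37 at 5 dpf and -2.05 at 30 dpf. Reads shared between copies were not tested for TRIM14_(22_of_27), GSTK1_(4_of_4) and the crystallins. With the length trend removed, 5 calls among all named genes were lost, those of cyp2k6, TRIM14_(22_of_27), mmp11b and timp4a at 15 dpf and of crygs3 at 30 dpf, and each of these kept its direction. The interaction of single genes was not tested with that trend removed.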

How the results depend on the processing

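Alternatives that removed a gene length trend, and those that left out libraries for the opposite calls, were chosen after the data had been seen. Calls at 5 dpf lay between 6914 and 8364 over all fits that kept every library and between 6005 and 7937 over the 6 fits that left out one. The interaction count and both counts of change with age in het fish stayed within 1.5 times in every fit except one, and leaving out one library gave from 2774 to 3730 genes between 15 and 30 dpf.

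The 172 calls at 15 dpf became 543 without the filter, 325 with the robust option, 628 with DESeq2 and 278 with one fit over all libraries. They became 18 with the length trend removed, all 18 among the 172, and leaving out one library gave from 2 to 922. The 660 calls at 30 dpf became 1224 with DESeq2, 650 of them shared, and 1770 with one fit, 632 of them shared. Leaving out one library gave from 1 to 1092, which is expected in part from fewer samples, though MZ replicate 3 raised the count when left out. For the other changes the cause was not tested. One fit over all libraries shifted the median log2 fold change at 5 dpf by -0.07, and the share of higher genes from 51.9% to 41.8%. At 15 dpf DESeq2 called 412 higher and 216 lower, and the length removal 12 higher and 6 lower, against 86 and 86.

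Replicate numbers did not pair the samples. Same-numbered MZ and het libraries of an age had deviations that correlated between -0.0584 and 0.136, above 0.1 in 1 of 9 pairs. With the replicate block, 7825 genes were called at 5 dpf, 76 at 15 dpf and 493 at 30 dpf. With the replicate block and the length trend removed, the numbers were 7495, 42 and 460. For scospondin, the sspo log2 fold change at 5 dpf was -0.0247 with the length trend removed and -0.0031 with the block added, shifts slightly larger than its standard error of 0.51. At 30 dpf it ran from -0.59 to 0.18 over fits that left out one library. There urp1 ran from -0.37 to 0.16, above 0 at 0.11 without het replicate 1 and at 0.16 without MZ replicate 3, and urp2 from -0.24 to 0.52. None of these was called.

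The 17 list calls became 3 under fry and 0 with an estimated correlation. Fry also tests another hypothesis, and the cause of the drop was not tested. Genes called one way at all 3 ages numbered 0 at a threshold of 0.01, 5 without the filter and 6 with DESeq2, against 2, and 76 had an unadjusted p under 0.05 and one direction at all 3 ages. The calls at 5 and 30 dpf with opposite directions numbered 1 at 0.01 and 721 with DESeq2, against 428, and from 0 to 606 over fits that left out one library. For calls on the chromosome of the mutated gene at 15 dpf the odds ratio without the filter was 2.003 (Fisher's exact p = 0.00245), the one of these settings with an unadjusted p under 0.05. With RLE factors it was 1.49 (exact p = 0.308). At a threshold of 0.01 the odds ratio was 1.05 at 5 dpf, 0 at 15 dpf and 0 at 30 dpf. Maturation scores kept their direction throughout. Among named genes, 56 calls were lost and 1 gained over all fits that left out one library. In other settings 23 were lost and 1 gained, and both gains were clu at 30 dpf. The 23 include cyp2k6, TRIM14_(22_of_27), GSTK1_(4_of_4) and mmp11b at 15 dpf under DESeq2. DESeq2 gave these genes no adjusted p, and their fold changes were nearly the same as in the main fit.

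Depth limits what can be said of scospondin, with 1 to 16 counts in a library, and of pkd2l1.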

Other observations

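The tests chosen only after the result was seen were those on the light-induced list, on gene length at 15 and 30 dpf and in the fold changes at 15 dpf, on opposite age changes, on the rise of neuronal genes at 5 dpf, on GABA neurons alone and on neuronal genes against gene length, together with the splits for gene lists and the windows of neighbouring genes. All 7 added lists were written after the most changed genes had been seen and without those genes.

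Other splits of the 6 libraries of an age into 3 against 3 gave fewer called genes than genotype did. At 5 dpf 1 of the 10 splits, the real one, gave 8043 calls and the next highest gave 0. At 15 dpf it was 1 of 10, with 172 calls against 2, and at 30 dpf 1 of 10, with 660 against 110. The age comparisons in het fish gave 1 of 10 each, with 7795 and 4281 calls against 0 in both. A design of 3 against 3 cannot give a share under 0.1, so this count alone gives no share under 0.05, whatever the size of the gap to the next highest split. Gene lists behaved otherwise under camera. Called lists, adjusted within an age, were as many or more in 6 of the 10 splits at 5 dpf, in 2 of 10 at 15 dpf and in 4 of 10 at 30 dpf. List calls with the preset correlation therefore carry little weight here.

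Het libraries at 5 dpf stood apart in genes that light induces. The gene per2, seen before its list was written, had 4.63 ± 0.781 CPM in het and 71.5 ± 0.825 CPM in MZ fish at 5 dpf (SD, n = 3 each), against 85.2 ± 10.5 and 70.8 ± 4.48 at 15 dpf. In 5 dpf fish lonrf1l had 9.04 ± 0.776 CPM in het and 37.7 ± 1.16 in MZ fish. A list of 7 further light-induced genes, among them the cryptochrome gene cry5 and the repair genes xpc and ddb2, had a median log2 fold change of 1.43 at 5 dpf, with 7 of 7 higher and 6 called. It lay above all 10000 random lists, and between 1.35 and 1.49 with one library left out. The median was 0.00 at 15 dpf. At 30 dpf it was 0.25, higher for 7 of 7 genes and at percentile 96.9 of random lists, and the list mean was higher by 0.182 without overlap of the groups (exact permutation p = 0.1), a smaller difference than the 1.25 at 5 dpf. Without MZ 30 dpf replicate 1 the median at 30 dpf was 0.13. Outside the list, per2 and lonrf1l went the other way at 30 dpf, with log2 fold changes of -0.46 and -0.20. Neither was called (edgeR adjusted p = 0.15 and 0.447). At 5 dpf the most abundant genes of the list, cry1aa and cry-dash, had 20 ± 1.39 and 28.7 ± 2.52 CPM in het fish and 66.8 ± 17.2 and 60.7 ± 3.32 CPM in MZ fish, and at 30 dpf neither was called (edgeR adjusted p = 0.287 and 0.724). The mean log2(CPM + 1) of the list was 3.63 ± 0.101 in het and 4.88 ± 0.0368 in MZ fish at 5 dpf, and 4.90 in both groups at 15 dpf. The exact permutation p of the 5 dpf difference was 0.1, the smallest possible, or 0.175 adjusted over 21 such comparisons. Het larvae at 5 dpf may have been collected in darkness or at another time of day than MZ larvae, and a genotype effect on light response stays open.

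A test of time of day written before its result was less clear. The clock genes that peak at dawn had a median log2 fold change of 0.22 at 5 dpf and those that peak at dusk 0.65. The size of the difference lay at percentile 90.7 of random pairs of lists, short of the 95 set for it. Members of the dawn list went both ways, 7 higher and 6 lower, so the medians do not decide. Called genes were 3 higher and 6 lower in the dawn list and 8 higher and 1 lower in the dusk list. The list means moved apart, by -0.237 for dawn and 0.505 for dusk, each without overlap of the groups (exact permutation p = 0.1, or 0.175 adjusted). Such opposed means go with a difference in time of day. They go with a more advanced stage too. In het fish between 5 and 15 dpf the dawn list changed by a median of -0.75 and the dusk list by 0.24. That change shares the het 5 dpf libraries, so it cannot tell stage from time of day. Of the 26 clock genes 18 were called (69.2%, against 40.7% of all genes). At 15 dpf 0 were called and 6 had an unadjusted p under 0.05, and at 30 dpf 0 were called and 3 had one. At 30 dpf both lists were lower, with a dawn median of -0.29 at percentile 0.21 and a dusk median of -0.20 at percentile 7.33, lower for 11 of 13 genes and with a mean lower in all 3 MZ libraries by -0.261 (exact permutation p = 0.1). The dawn mean differed by -0.225 with overlap of the groups (exact permutation p = 0.3). With the length trend removed, the dawn and dusk medians at 30 dpf were -0.12 and -0.098. The gene dbpb, seen before the lists were written, fell from 119 ± 6.51 CPM in het to 36.8 ± 0.533 in MZ fish at 5 dpf. A difference in time of day cannot be told apart from a genotype effect here, because each 5 dpf group may come from a single collection and the labels give no time.

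Developmental stage was weighed for the 5 dpf calls. Every MZ library had a maturation score above every het library, by 0.354 on average, as a more advanced stage would give. Groups of 3 without overlap arise by chance in 10% of cases. Of 1969 genes called both at 5 dpf and in het fish between 15 and 30 dpf, 1366 (69.4%) moved in the direction of the older fish and 603 moved against it. A stage difference along that axis is therefore a candidate explanation for part of the calls, but not for those 603.

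At 15 dpf gene length may account for how many genes passed the threshold, but not for most of the size of their differences. Removing the length trend left 18 of 172 calls. All 172 genes kept their direction, over 50% of their log2 fold change and an unadjusted p under 0.05, with a median ratio of 0.838 to the fold change before. Over all genes, 2790 had an unadjusted p under 0.05 after the removal and 3642 before. The called genes had a median length of 1170 when higher and 4200 when lower in MZ fish, against 2372 over all genes tested, in the unit of the deposited table. Het libraries correlated with length by Spearman's rho of 0.108 to 0.314 across genes and MZ libraries by -0.318 to -0.0509, as deviations from the mean of the age. RNA quality or priming could give such a trend, and no label tells whether these differed. A genotype effect that follows gene length would be removed as well and stays open. At 30 dpf 529 genes were called after the same removal, 430 of them among the 660, so length is not the main cause there.

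At 5 dpf neuronal genes rose and at 30 dpf they fell. The pan-neuronal list had a median log2 fold change of 1.03 at 5 dpf (higher for 27 of 27 genes, 26 called), 0.27 at 15 dpf and -0.66 at 30 dpf (lower for 26 of 26, 15 called). The GABAergic list had 0.79, 0.18 and -0.54, and the glutamatergic list 1.01, 0.10 and -0.74. The glial list had 0.15, 0.04 and 0.01. At 30 dpf, leaving out one library gave -0.79 to -0.51 for the pan-neuronal list, -0.61 to -0.44 for the GABAergic and -0.85 to -0.61 for the glutamatergic. Among the most abundant genes, snap25a went from 138 ± 31.6 CPM in het to 263 ± 32 in MZ fish at 5 dpf and from 217 ± 34 to 147 ± 8.64 at 30 dpf. The more abundant tubb5 did not follow at 5 dpf, with 152 ± 24.7 and 149 ± 25.9, and fell from 335 ± 17.1 to 246 ± 15.5 at 30 dpf. Of the GABAergic genes slc6a1b followed the list, while gata3 did not rise at 5 dpf (log2 fold change 0.13, edgeR adjusted p = 0.338) and stayed at 38.7 ± 4.25 and 38.0 ± 3.02 at 30 dpf. Of the glutamatergic genes camk2b1 rose at 5 dpf (0.74, adjusted p = 4.21e-05), while the more abundant neurod1 did not (0.12, adjusted p = 0.423), and neither was called at 30 dpf. The exact permutation p for the mean of each neuronal list was 0.1 at 5 and at 30 dpf, the smallest possible.

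These shifts were not explained by gene length. Against random lists matched on expression and length, the pan-neuronal list lay at percentile 100 at 5 dpf and at percentile 0 at 30 dpf. The net change with age in het fish was smaller than the rise at 5 dpf. The pan-neuronal list changed by 0.0511 between 5 and 15 dpf and by 0.41 between 15 and 30 dpf, both less than 1.03. These spans cannot exclude a shorter change around 5 dpf, and the first shares the het 5 dpf libraries. A stage difference therefore stays open for the rise. A loss of GABA neurons alone does not explain the fall of GABA genes at 30 dpf, since the glutamatergic list fell by 0.74 as well. A lower share of all neural tissue stays open. It would lower glial genes too, and the glial list lay at percentile 25.2 of random lists at 30 dpf, with 12 genes higher and 8 lower, 1 called higher and 3 called lower, so its median does not decide. The mean of the glial list was lower in MZ fish in all 3 libraries at 30 dpf, by a difference of -0.155 (exact permutation p = 0.1, the smallest possible), against -0.643 for the pan-neuronal list. Its most abundant genes, glula and fabp7a, were not called at 30 dpf, at 653 ± 94.8 CPM in het and 499 ± 27.9 in MZ fish and at 474 ± 88.0 and 397 ± 42.7. A share of neuronal RNA that is higher in MZ fish at 5 dpf and lower at 30 dpf is a hypothesis found on these data. The flat levels of tubb5, gata3 and neurod1 at 5 dpf go against a rise of all genes of these lists alike. Whole-body RNA does not tell which cells these transcripts came from, so they do not decide whether all neurons rose. Body proportions, stage, conditions at collection and the genotype were not separated.

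A haplotype linked to the mutation would raise calls on the chromosome of sspo, above all near the gene. The highest odds ratio for that chromosome was 1.94, at 15 dpf, from 8 called genes, and at 5 dpf it was 0.929. Windows of up to 25, 50 and 100 tested genes on each side of sspo held 47, 72 and 122 genes at 30 dpf. The sides were thus not equally filled, and the wider windows do not cover both sides alike. Within up to 25 genes on each side, 5 of 47 were called at 30 dpf, an odds ratio of 3.36 (Fisher's exact p = 0.0221, or 0.199 adjusted over 9 tests of 3 windows and 3 ages), and 0 of 45 at 15 dpf. Within up to 50 genes on each side 2 of 70 were called at 15 dpf (odds ratio 3.10, exact p = 0.143), and within up to 100 genes 3 of 120 (2.71, exact p = 0.106). Of the genes called in one direction at all ages, timp4a lies on another chromosome and si:dkey-224b4.5 was not placed. For calls on the chromosome of the mutated gene at 15 dpf the odds ratio without the filter on low counts was 2.003 (exact p = 0.00245), and with RLE factors it was 1.49 (exact p = 0.308). The counts of called genes at 15 and 30 dpf are too few to decide, so linked variants cannot be told apart from chance there. A genetic background that differed over the whole genome would not stand out in this comparison.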
